A study of Ovis aries and Capra hircus and Bos taurus with 26 samples. Its data were reported in "Comparative epigenomics reveals the impact of ruminant-specific regulatory elements on complex traits" (2022).

How the data were processed

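ChIP-seq for H3K27ac and H3K4me3 was carried out on the liver of 9 animals, 3 each of cattle, sheep and goats. According to the methods, the authors trimmed reads with Trim Galore, aligned them with BWA-MEM and removed duplicates with Picard. They then subsampled the reads and called narrow peaks with MACS2 at q under 0.01. The methods do not mention pooling of replicates for this step. The reference builds were ARS-UCD1.2 for cattle, Oar_rambouillet_v1.0 for sheep and ARS1 for goats. The methods give 1 subsampled depth for all paired-end libraries, which include these, for the further analyses. A list itself carries no read number, so that depth was not checked for the lists. The methods name no background library among the options for peak calling. They do describe the inputs as controls and subsample them too. Whether the inputs served as background for these lists is not stated. The 17 deposited lists were used, and the 9 input samples have no list here.

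Each deposited list gives the position of a peak, a fold enrichment (a ratio to the background) from the authors' peak caller, and −log10 of the p-value and q-value as deposited. These values belong to the authors and were used only to describe, rank or filter peaks within a list. The lowest −log10 q of the 17 lists lay between 2.00 and 2.01. The running numbers of the peaks had 0 gaps in all lists. A list has 1 row per summit, and rows that shared an interval were joined into 1 peak with the highest fold enrichment and −log10 q of its summits. The lists held 840697 rows and 616400 peaks in all. Between 21.7% and 37.6% of the peaks of a library had several summits. The methods name an option for calling summits only for ATAC-seq, an assay of open chromatin, and not for these marks. Whether the call they describe made these lists is therefore open. Read numbers are not part of a peak list, so the depth per library was not measured here and no interval that needs it is given. The precision rests on 2 or 3 animals per group.

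Groups follow the species and mark in the sample labels. Sequences whose RefSeq names mark them as assembled were taken as chromosomes, apart from the mitochondrial sequence, and the others as unplaced scaffolds. In goats, 2 unplaced scaffolds had peaks beyond 1 Mb. A peak was found in another library when 1 peak of that library covered at least 50% of its length, after the study's rule. Peaks found in at least 2 animals were merged into consensus regions. Promoters were consensus H3K27ac regions covered over at least 50% of their length by a consensus H3K4me3 region, and enhancers were those without any H3K4me3 overlap. The remainder was kept as partial. Coordinates are 1-based.

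Marks were compared by the difference in the mean of log2 values, averaged over species, with mark labels permuted within species (4000 arrangements). Species were compared by permuting labels and taking the F statistic. Recurrence by peak strength was tested by flipping the sign of each animal's difference. The overlap of marks within an animal was tested by permuting animal letters within species (72 arrangements). All these tests are exact and two-sided, except that F has no direction, and 0.05 was the threshold. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The overlap code was checked against bedtools 2.31.1 for 4 overlap rules on simulated and real lists, and 0 comparisons differed. In 200 simulated data sets of 17 libraries with a log2 difference of 0.6 between marks and an SD of 0.15, the test by mark passed the threshold in 100% of cases, and in 6% with no difference. For 9 libraries in 3 species with such a shift in one of them, the test by species passed it in 96% of cases, and in 5.5% with no difference.

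The animal letters are shared between groups. Within a species, a letter marks the libraries of the same liver, as the sample titles give it, so it pairs the marks of an animal, while letters do not pair animals of different species. Deviations of log2 peak number from the group mean were correlated between the marks of the 8 animals with Pearson's r = 0.30 (p = 0.722) and Spearman's rho = 0.19 (p = 0.806), both by exact permutation over 72 arrangements. Without the 2 animals farthest from the median, r was 0.05. The paired test is an alternative and flips the sign of each animal's difference between marks.

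Alternatives fixed before the data were examined were a q threshold of 1e-05, assembled chromosomes alone, peaks within 500 bp merged, the 20000 strongest peaks of each library by −log10 q, other overlap rules, other rankings, peaks in all animals, and leaving out each animal in turn. Counting every summit, the covered length, the share of H3K27ac peaks without H3K4me3 and the spacing of peaks were added afterwards. Named regions were, per species and mark, the consensus region whose poorest rank by −log10 q over the libraries was best, and the widest region. Distances to transcription start sites, the lists of 36 liver and 36 brain genes, gene-level sharing between species and the regions of single genes were not analysed here, because no gene annotation of the builds was used. An annotation of another sheep assembly gave names only and no coordinates were taken from it.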

Results

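The libraries came from chromatin immunoprecipitation followed by sequencing (ChIP-seq) on the liver of cattle, sheep and goats. H3K27ac (acetylation of lysine 27 of histone H3) marks active promoters and enhancers, and H3K4me3 (trimethylation of lysine 4) marks promoters. There were 17 ChIP libraries from 9 animals, with 8 libraries of H3K27ac and 9 of H3K4me3. The H3K27ac libraries of cattle numbered 2 (animals B and C), and each of the other 5 groups held 3 libraries (animals A, B and C). The 9 input libraries entered no comparison. A peak list gives no read number, so the depth of each library was not measured here and only the number and extent of its peaks can be stated. Each library held between 24809 and 50842 peaks, which covered 19.1 to 29.4 Mb.

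The first comparison asked how the number and extent of peaks differed between the marks. The H3K27ac libraries had 41476 ± 3029 peaks in cattle (SD, n = 2), 39481 ± 2110 in sheep (SD, n = 3) and 46312 ± 4301 in goats (SD, n = 3). The H3K4me3 libraries had 26324 ± 1414 peaks in cattle, 30946 ± 1273 in sheep and 34754 ± 3504 in goats (SD, n = 3 each). The log2 difference, H3K27ac minus H3K4me3, averaged 0.47 over the 3 species, a ratio of 1.39 (p = 0.00025, two-sided exact permutation test, the smallest p its 4000 arrangements allow). In each species, 0 H3K4me3 libraries had more peaks than any H3K27ac library. The ratio was 1.57 in cattle, 1.28 in sheep and 1.33 in goats. The stricter threshold moved this result most, to a log2 difference of 0.18 (p = 0.0175, two-sided exact permutation test). The marks then overlapped in sheep, with 27325 to 29925 peaks for H3K27ac and 26485 to 28759 for H3K4me3. They also overlapped in goats, with 31012 to 38361 and 28496 to 35510. In cattle they stayed apart, with 28302 to 33802 and 22114 to 24555.

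**Figure D1:**
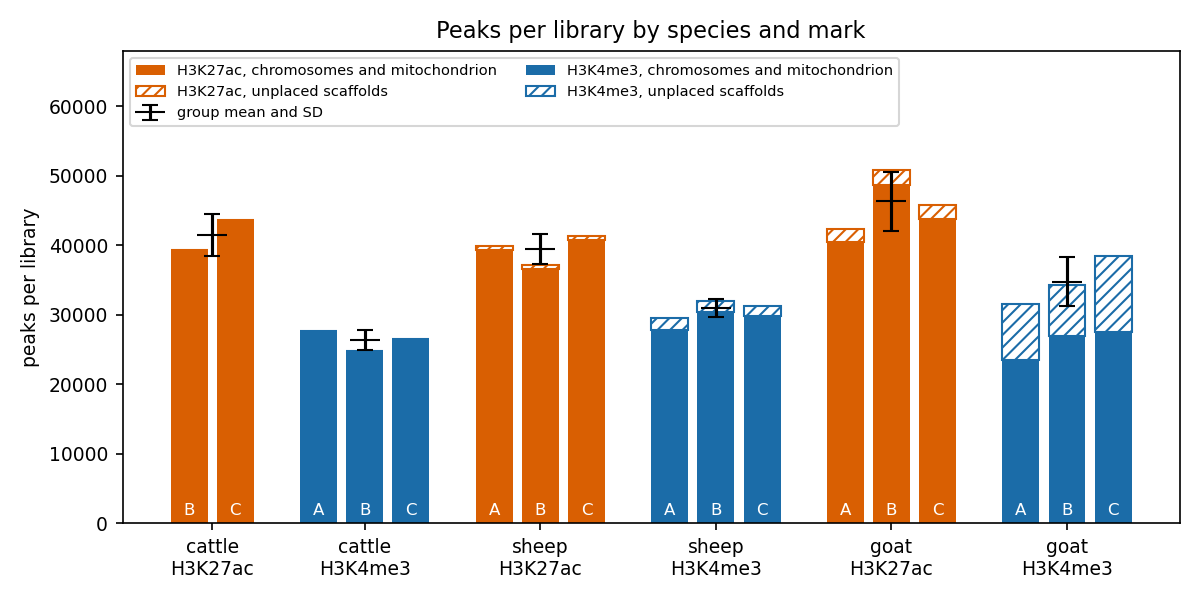
Number of peaks (y axis) in each of the 17 libraries, grouped by species and mark on the x axis, with letters for animals, hatched parts for peaks on unplaced scaffolds, and black lines for the group mean and SD. Every H3K27ac library of a species stood above its H3K4me3 libraries, and the hatched part was largest in the goat H3K4me3 libraries, at 21.4% to 28.5% of their peaks.

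H3K4me3 peaks were wider than H3K27ac peaks. The median peak width of a library lay between 603 and 766 bp for H3K4me3 and between 455 and 519 bp for H3K27ac. The log2 difference, H3K27ac minus H3K4me3, averaged -0.50 over the species (p = 0.00025, two-sided exact permutation test). Between 30.1% and 37.6% of the H3K4me3 peaks of a library held more than 1 summit, against 21.7% to 25.4% of the H3K27ac peaks. The summed length of the peaks did not differ between marks past the threshold when averaged over species (log2 difference 0.06, p = 0.467, two-sided exact permutation test), but the species went different ways. The log2 difference was 0.25 in cattle, where 0 H3K4me3 libraries covered more than any H3K27ac library, -0.12 in sheep and 0.05 in goats. By animal, the difference between marks did not vary between species past the threshold (p = 0.0536, exact permutation test over 560 arrangements). The mean was -0.14 at the stricter threshold (p = 0.112, the same exact test). Within a library, the median fold enrichment that the authors' peak caller gave was 3.68 to 4.06 for H3K27ac and 6.39 to 7.38 for H3K4me3.

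The second comparison asked whether the species differed in the number of peaks of a mark. For H3K27ac the goats had the highest mean and the sheep the lowest, 1.17 times apart, and the difference between species did not pass the threshold (F = 3.42, p = 0.114, exact permutation test over 560 arrangements). For H3K4me3 the order was goats, sheep and cattle, and the goats had 1.32 times the peaks of the cattle (F = 11.7, p = 0.00714, exact permutation test). Single pairs of species have no threshold of their own, since an exact permutation test of 3 libraries against 3 cannot go below p = 0.1. The excess of the goats over the cattle lay on sequence outside the chromosomes. The cattle lists held 0 peaks on unplaced scaffolds, the sheep H3K4me3 libraries 5.19% ± 0.46 and the goat H3K4me3 libraries 25.1% ± 3.6 (SD, n = 3 each). The corresponding H3K27ac shares were 1.53% ± 0.19 in sheep and 4.34% ± 0.23 in goats (SD, n = 3 each). Counted on assembled chromosomes alone, the H3K4me3 libraries had 26321 ± 1410 peaks in cattle, 29336 ± 1314 in sheep and 25970 ± 2169 in goats (SD, n = 3 each). The log2 difference between goats and cattle was then -0.021. Sheep had the highest mean, 0.16 above cattle on the log2 scale, against 0.23 over all sequences, and the species no longer differed past the threshold (p = 0.121, exact permutation test). The chromosomal count leaves out the 2 goat scaffolds with peaks beyond 1 Mb, which held 542 consensus H3K4me3 regions. If they belong to a chromosome, the goat count is too low, so the sign of the small difference between goats and cattle stays open.

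The third comparison asked how far peaks recurred between animals of a species. A peak was counted as found in another animal when 1 peak of that animal covered at least 50% of its length. Between 61.3% and 79.0% of the H3K27ac peaks of an animal were found in a given other animal, over 14 ordered pairs of libraries. For H3K4me3 the range was 69.3% to 92.2% over 18 ordered pairs. The mean share was higher for H3K4me3 by 12.3 percentage points in cattle, 15.8 in sheep and 10.1 in goats. Species were taken as the unit here. With 3 species the exact sign-flip test cannot go below p = 0.25, so only the direction is given. A test over animals was not made for this comparison. The overlap rule moved this result most, and the mean difference of 12.8 percentage points corresponded to -9.53 (H3K27ac minus H3K4me3) when 1 bp of overlap was enough.

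The strongest peaks of a library recurred more often than its weakest. Among the 25% of a library's peaks with the highest fold enrichment, 95.2% ± 1.5 of the H3K27ac peaks (SD, n = 8 libraries) and 99.4% ± 0.5 of the H3K4me3 peaks (SD, n = 9) were found in at least 1 other animal. Among the 25% with the lowest fold enrichment, the shares were 66.8% ± 12.9 and 75.1% ± 9.95. The difference was positive in 9 of 9 animals and averaged 26.9 percentage points (p = 0.00391, two-sided exact sign-flip test, the smallest p its 512 arrangements allow). Animals of a species serve as each other's comparison and are therefore not fully independent. With the 20000 strongest peaks of each library alone it was 14.5 percentage points, and among peaks of middling width 18.3 (p = 0.00391 for both, the same exact test). The rise was not steady. In cattle animal B the share of H3K27ac peaks fell from 79.8% in the lowest of 10 classes by fold enrichment to 69.5% in class 5 before rising to 98.5% in class 10, and in 7 of the 9 H3K4me3 libraries class 1 was above class 2. The lowest share belonged to cattle animal C, whose weakest H3K27ac peaks were found in the only other H3K27ac library of that species in 39.0% of cases.

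**Figure D2:**
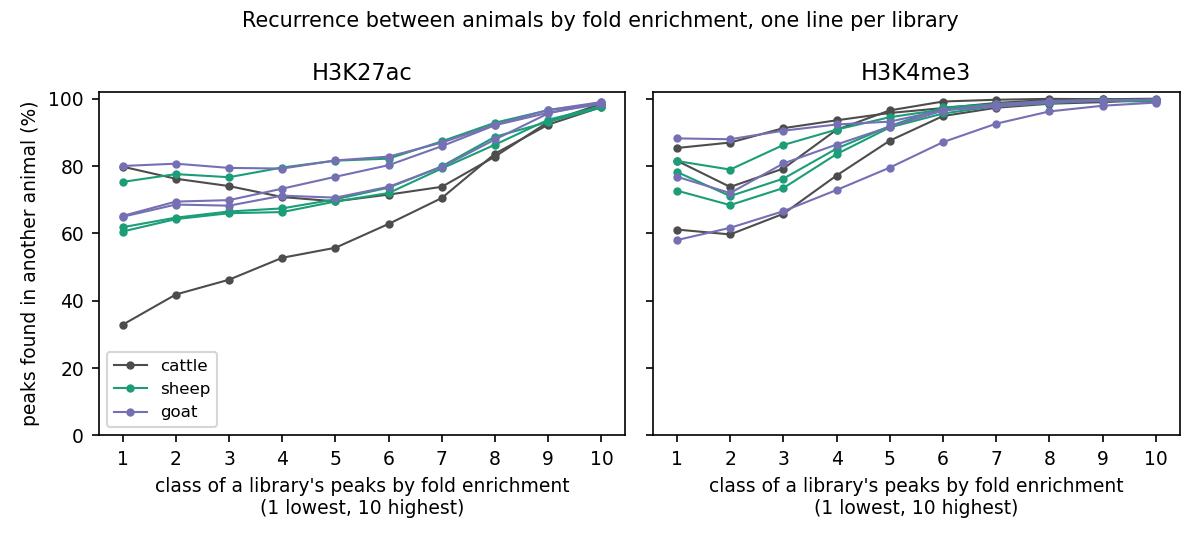
Percent of peaks found in at least 1 other animal of the species (y axis) for 10 equal classes of a library's peaks ordered by fold enrichment (x axis, 1 lowest and 10 highest), with 1 line per library coloured by species and 1 panel per mark. Each line is higher at its right end than at its left end, and the weakest peaks of a cattle H3K27ac library recurred least.

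The fourth comparison asked whether the marks coincided more closely within an animal than between animals. Over the 8 animals with both marks, 53.5% of the H3K4me3 peaks were covered by an H3K27ac peak of the same animal. The mean over all pairings of animals within a species was 53.1%. The difference of 0.47 percentage points was the most extreme of the 72 arrangements (p = 0.0139, two-sided exact permutation test). It was small beside the spread between pairings, which ran from 43.7% to 65.4%. In 6 of the 8 animals the own-animal share exceeded the mean share with the other animals.

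Consensus regions were built by merging, within a species and mark, the peaks found in at least 2 animals. Cattle had 31550 consensus regions of H3K27ac and 24492 of H3K4me3. Sheep had 35333 and 29135, and goats 41887 and 32717. These numbers are 1 value per species and were not tested. With the 20000 strongest peaks of each library alone, the H3K27ac numbers were 16123 in cattle, 18594 in sheep and 18897 in goats. They were lower with fewer animals. When 1 animal at a time was left out, the H3K27ac numbers ran from 28131 to 29527 in sheep and from 32912 to 36327 in goats, and the cattle number already rested on 2 animals. Of the merged peaks of all animals, 63.6% to 68.1% were consensus regions for H3K27ac and 76.0% to 80.5% for H3K4me3.

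Consensus H3K27ac regions covered over at least 50% of their length by a consensus H3K4me3 region were classed as promoters, and those with no H3K4me3 overlap as enhancers. Cattle had 16980 promoters and 13798 enhancers, with 772 regions of partial overlap. Sheep had 20500 promoters, 14003 enhancers and 830 partial regions. Goats had 21583 promoters, 19234 enhancers and 1070 partial regions. Enhancers made up 43.7%, 39.6% and 45.9% of the H3K27ac regions in cattle, sheep and goats. Promoter regions were wider, with a median of 751 to 807 bp, against 486 to 512 bp for enhancers. The strength of the peaks admitted moved the enhancer numbers most. At the stricter threshold they were 8248 in cattle, 8083 in sheep and 12111 in goats. The order of the species depended on the number of animals. With peaks required in all animals, 2 in cattle and 3 in the others for H3K27ac, enhancers numbered 14857 in cattle, 7753 in sheep and 11747 in goats. With 2 animals per species for both marks, they numbered 14817 in cattle, 9566 to 10905 in sheep and 13419 to 15111 in goats. A further 8105, 9586 and 12328 consensus H3K4me3 regions of cattle, sheep and goats overlapped no H3K27ac region.

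**Figure D3:**
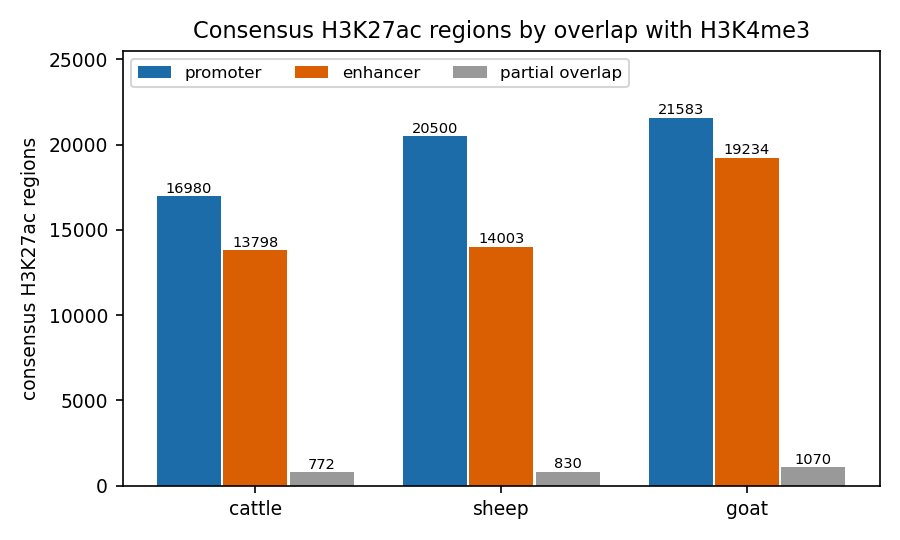
Number of consensus H3K27ac regions (y axis) classed as promoter, enhancer or partial overlap in each species (x axis), with 1 bar per class and no error bar, since each is 1 value per species. Promoters outnumbered enhancers in each species, from 16980 against 13798 in cattle to 21583 against 19234 in goats.

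Within single animals, the share of H3K27ac peaks that overlapped no H3K4me3 peak of the same animal was 53.9% ± 1.7 in cattle (SD, n = 2), 43.7% ± 3.5 in sheep (SD, n = 3) and 49.0% ± 1.5 in goats (SD, n = 3). The species differed past the threshold (F = 10.1, p = 0.00714, exact permutation test over 560 arrangements). The gap of 10.2 percentage points between cattle and sheep narrowed to 4.48 when each library was limited to its 20000 strongest peaks (p = 0.0321, the same exact permutation test). This comparison was added after the data were examined.

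A region was singled out for each species and mark by a rule fixed before the data were examined, as the consensus region whose poorest rank by −log10 q over the libraries was best. For cattle H3K4me3, sheep H3K27ac and goat H3K27ac, 2 regions tied at a poorest rank of 2, and the first in sequence order is given. No gene annotation of these builds was used, so the regions are given by sequence, start and end alone. In cattle (ARS-UCD1.2) the H3K27ac region lay on NC_037342.1 from 84897650 to 84898200, ranked 1 in both libraries and had a fold enrichment of 31.2 to 31.6. The cattle H3K4me3 region lay on NC_037328.1 from 23561027 to 23561630, with a fold enrichment of 27.1 to 27.5. In sheep (Oar_rambouillet_v1.0) both regions lay on unplaced scaffolds, that of H3K27ac on NW_020996350.1 from 25481 to 25957 and that of H3K4me3 on NW_020996802.1 from 7684 to 8194. Their fold enrichments were 27.2 to 30.2 and 32.0 to 32.9. Both goat (ARS1) regions also lay on unplaced scaffolds, NW_017190145.1 from 3327 to 4134 for H3K27ac and NW_017193233.1 from 8161 to 8808 for H3K4me3. Their fold enrichments were 13.7 to 14.9 and 26.6 to 30.4. Each of these 6 regions overlapped a consensus region of the other mark.

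The widest H3K27ac regions were 3011 bp in cattle (NC_037335.1, 74067834 to 74070844), 3198 bp in sheep (NC_040253.1, 40882038 to 40885235) and 3060 bp in goats (NC_030829.1, 43573573 to 43576632). The widest H3K4me3 regions were 4283 bp in cattle (NC_037343.1, 81001623 to 81005905), 3740 bp in sheep (NC_040269.1, 59681032 to 59684771) and 3851 bp in goats (NC_030821.1, 35917254 to 35921104). All 6 lay on chromosomes and had fold enrichments of at most 5.08.

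Peaks were unevenly spaced around strong peaks of the same library, a measurement added after the data were examined. Around the 25% of peaks with the highest fold enrichment, a library had 5.80 ± 1.48 times as many peaks at a summit distance of 5.5 to 7.5 kb as at 2.5 to 4.5 kb (SD, n = 17 libraries). The ratio lay between 2.98 and 9.81 in all 17 libraries. Around the 25% with the lowest fold enrichment it was 1.42 ± 0.12 for H3K27ac (SD, n = 8), at least 1.23 in each library, and 0.80 ± 0.06 for H3K4me3 (SD, n = 9), at most 0.92. Central peaks ranked by −log10 q in place of fold enrichment gave a ratio of 2.78.

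**Figure D4:**
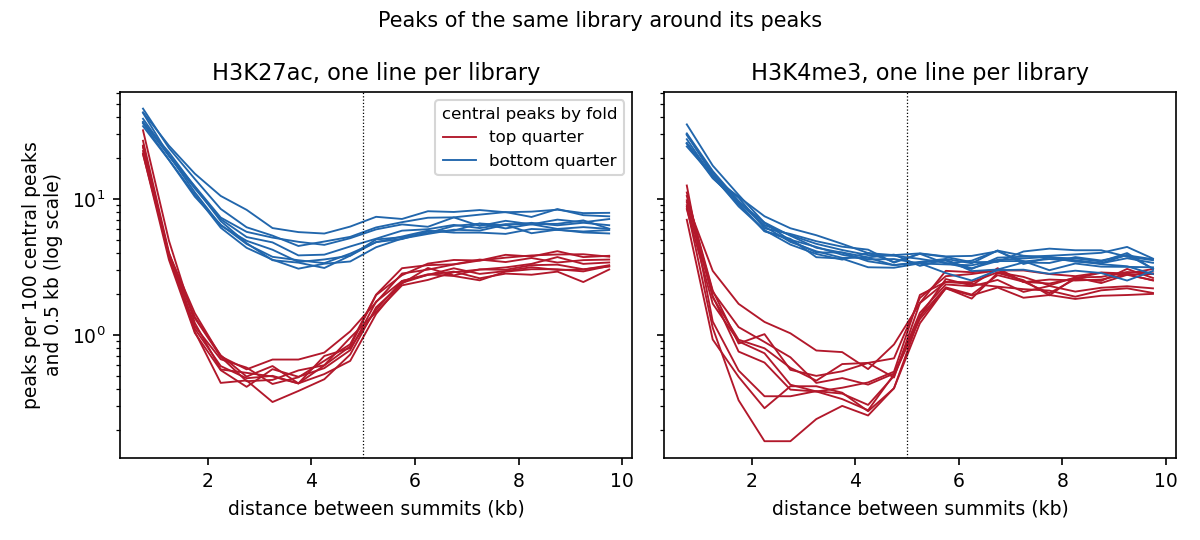
Peaks per 100 central peaks and 0.5 kb (y axis, log scale) against the distance between summits in kb (x axis), with 1 line per library, red for central peaks in the top 25% by fold enrichment and blue for the bottom 25%, and 1 panel per mark. The red lines are low between 2.5 and 4.5 kb and step up near 5 kb, marked by the dotted line, in each of the 17 libraries.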

Values the study reported

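Across the 6 species it compared, the study reported between 66,000 and 108,000 regions enriched for H3K27ac in liver, with a mean of 83,338. For H3K4me3 it gave 18,000 to 29,000 enriched regions and a mean of 23,576. The study counted 63,927 enhancers and 17,154 promoters per species on average. Its own paired-end libraries were analysed at 37.5 M reads each.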

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

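The difference between marks was compared between species for 4 measures by permuting species labels. Peak number, median peak width and covered length were compared over the 8 animals with both marks. The share of peaks on unplaced scaffolds was compared over sheep and goats alone, since the cattle lists have no such peak. Of the 4 measures, 1 differed between species past the threshold. The exact permutation test of the unplaced share cannot go below p = 0.1, so it could not pass. The 4 tests, and that of the explanation below, were chosen after the lists were examined. The threshold was 0.05 for each of the 4 tests, with no correction.

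The difference between marks in median peak width differed between species (p = 0.0357, exact permutation test over 560 arrangements). The log2 excess of H3K4me3 was 0.52 ± 0.04 in cattle (SD, n = 2), 0.55 ± 0.07 in sheep and 0.39 ± 0.05 in goats (SD, n = 3 each). The low value of the goats is consistent with their narrow unplaced H3K4me3 peaks, because on assembled chromosomes the goats had the highest excess, 0.73, against 0.61 in sheep and 0.52 in cattle. The species still differed there (p = 0.0143, exact permutation test), with goats at the other end. A biological difference between species in the width of these domains stays open and untested, as does a difference in depth, which the lists do not give.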

How the results depend on the processing

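Of the results tested, 2 changed direction. The H3K4me3 difference in peak number between goats and cattle was -0.021 (log2) on assembled chromosomes, where the species comparison no longer passed the threshold (p = 0.121, exact permutation test). The alternative itself removes the unplaced peaks, of which the cattle lists have 0. The difference in covered length between marks, never past the threshold, was -0.14 (log2) at the stricter threshold, and its cause was not tested.

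Peak number and width by mark, H3K27ac peak number by species and the H3K27ac-only share kept their direction under all alternatives run. So did recurrence by mark and by strength and the same-animal overlap. Where a test was made, these results also kept their side of the threshold. Without cattle animal B or C, no test was made for the first 4 of these results. Recurrence by mark, which has no test, moved by less than 1 SD. For recurrence by mark, that SD was 7.65 percentage points between ordered pairs of animals within a species and mark. The result ran from -14.8 to -9.53 (H3K27ac minus H3K4me3), and its largest shift, 3.23 with any overlap, exceeded the SD of 2.85 between the 3 species. The log2 difference in peak number by mark ran from 0.18 to 0.61, that in width from -0.63 to -0.39, and recurrence by strength from 14.5 to 39.2 percentage points. The gap in the H3K27ac-only share between cattle and sheep ran from 4.48 to 11.1 percentage points, lowest with the 20000 strongest peaks of each library (p = 0.0321, exact permutation test), and from 8.26 to 11.6 in the fits that each left out 1 animal. The same-animal overlap exceeded the mean of all pairings by 0.37 to 0.50 percentage points. The fits that each left out 1 animal gave from 0.45 to 0.50 for peak number by mark, and from 0.32 to 0.47 for H3K4me3 by species.

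With the pairing of marks by animal as a block, the log2 difference was 0.46 for peak number and -0.49 for width (p = 0.00781 for both, exact sign-flip test over 8 animals, the smallest p it allows), and 0.05 for covered length (p = 0.508, the same exact test). The block changed no call.

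Counts of consensus H3K27ac regions and of enhancers depended on how weak a peak was admitted. At the stricter threshold, enhancers numbered 8248 in cattle, 8083 in sheep and 12111 in goats. With the 20000 strongest peaks of each library, they numbered 3679, 4459 and 4748, goat promoters 14046, consensus H3K27ac regions 16123 in cattle, 18594 in sheep and 18897 in goats, and goat H3K4me3 regions 19481. Fewer peaks enter by construction. With peaks required in all animals, enhancers numbered 14857 in cattle, 7753 in sheep and 11747 in goats, and consensus H3K27ac regions 31550, 25123 and 30645, so cattle went from fewest to most in both. Cattle have 2 H3K27ac libraries, so the requirement is weaker there. The rise of the cattle enhancers came with fewer H3K4me3 regions, 21207 against 24492, since the cattle H3K27ac regions stayed at 31550. With 1 animal left out, enhancers numbered 9566 to 10905 in sheep and 13419 to 15111 in goats. Without cattle animal A, which leaves 2 animals for both marks, cattle had 14817, above sheep and within the range of goats. The order of the species in these counts thus depends on the number of animals. For enhancers it also depends on the threshold, as cattle stood above sheep at the stricter one. The other promoter and H3K4me3 counts stayed within 1.5 times under all alternatives. The ratio of peaks at 5.5 to 7.5 kb to those at 2.5 to 4.5 kb from strong peaks was 8.94 on assembled chromosomes and 2.78 with −log10 q as the rank, and the cause of either shift was not tested.

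Leaving out cattle animal B or C left 1 H3K27ac library of cattle. No value was obtained for recurrence by mark or for the H3K27ac consensus regions, promoters and enhancers of cattle. Peak number, width and covered length by mark, H3K27ac peak number by species and the H3K27ac-only share had an effect size but no test. Alternatives of the results that need a gene annotation were not run.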

Other observations

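The tests in this part on the calling threshold, peak strength, peak width, the distance between the marks, rotation and the spacing of peaks of the other mark were written before their results were seen. The other tests on unplaced scaffolds and those on the mitochondrial peaks, the strongest peaks, the order of the species and the step at 5 kb were chosen after the lists had been examined. The spacing of the other mark on chromosomes alone was added later still, after its result over all sequences had been seen.

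A library had few peaks between 2.5 and 4.5 kb from its own strong peaks, with a step near 5 kb, in both marks and all 3 species. A candidate explanation is technical, a local background over a window of 10 kb, computed from the ChIP library itself. A strong peak would raise that background for its neighbours and for its own fold enrichment. The methods do not state whether the inputs served as background, so this premise was not checked. The ratio of peaks at 5.5 to 7.5 kb to those at 2.5 to 4.5 kb was at least 2.98 around the top 25% of peaks in each of the 17 libraries, and at most 1.57 around the bottom 25%, where H3K27ac libraries still lay at 1.23 or above and H3K4me3 libraries at 0.92 or below. Under the candidate explanation, a rank by fold enrichment itself favours peaks without near neighbours, so this contrast is partly built in. With −log10 q as the rank, the mean ratio around the top 25% was 2.78. If spacing along the genome were the reason for the scarcity, peaks of the other mark should be equally scarce around strong peaks that lack that mark. Around strong H3K27ac peaks without H3K4me3, the ratio was 4.13 for H3K4me3 peaks and 8.20 for H3K27ac peaks, and the own mark had the higher ratio in 8 of 8 animals. Around strong H3K4me3 peaks without H3K27ac the ratios were 1.28 for H3K4me3 and 1.94 for H3K27ac, and the lowest own ratio was 0.69. The own mark was higher in 2 of 8 animals, both cattle, whose lists have no unplaced peak. Read alone, this goes against the candidate explanation. A short scaffold has no room for a peak at 5.5 to 7.5 kb, however, which lowers the ratio there whatever the cause. Scaffold lengths were not used, so the result over all sequences cannot decide. On assembled chromosomes alone, with the top 25% ranked anew, the ratios around such H3K4me3 peaks were 5.94 for H3K4me3 and 1.78 for H3K27ac. The own mark was higher in 8 of 8 animals, as it was around strong H3K27ac peaks (9.76 against 4.43). These counts were small, with 49 H3K4me3 peaks at 2.5 to 4.5 kb over all animals, and why the unplaced scaffolds differ was not tested. As the planned test over all sequences was split and scarcity of the other mark was present too, spacing cannot be told apart from the background as a contributor. If a local background is involved, weak regions beside strong promoters would be missing from the lists, and enhancer numbers would be too low there.

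H3K27ac-only regions were frequent next to H3K4me3 regions. Between 10.9% and 12.0% of them lay within 1 kb of a consensus H3K4me3 region in the 3 species. After rotating them along each sequence, at most 3.998% did in any of 100 rotations. The number in the first kb was at least 5.77 times the number per kb at 2 to 5 kb, and at least 4.07 times that at 5 to 10 kb, beyond the distance of the scarcity described above. These regions may be shoulders of a promoter that the narrow peak caller split off, which would make them enhancers by definition only. Enhancers that truly lie beside promoters would give the same profile, so that biological explanation stays open.

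H3K27ac peaks that overlapped H3K4me3 of the same animal were found in another animal in 90.5% ± 3.6 of cases, and those without in 64.8% ± 8.9 (SD, n = 8 animals). The difference was positive in 8 of 8 animals (p = 0.00781, exact sign-flip test, the smallest p it allows). Within 4 classes of fold enrichment the difference was 19.1 percentage points, against 25.8 without classes, and it was positive in 32 of 32 comparisons. Within 4 classes of width it was 18.4 percentage points. Such coarse classes leave differences in strength and width inside a class. Classes by −log10 q, or by both measures together, were not used. Strength and width are therefore not excluded as sources of what is left. A higher share of false peaks among those that only 1 mark shows, and a larger variation of enhancers than of promoters between animals, remain open and were not tested.

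In goats the share of peaks on unplaced scaffolds was higher for H3K4me3 than for H3K27ac by 20.8 ± 3.3 percentage points (SD, n = 3), and in sheep by 3.66 ± 0.36 (SD, n = 3). The cattle lists have no peak on an unplaced scaffold and so no value. That absence may come from the reference or a filter used for cattle, and this was not tested. With 3 animals against 3, the exact permutation test between sheep and goats gave p = 0.1, the smallest it allows, so no difference between species is claimed. For the goat excess, several explanations were weighed. Peaks near the calling threshold do not account for it, since at the stricter threshold the H3K4me3 share was 25.7%. A chromosome present only as long scaffolds would account for little of it, since 6.81% of the unplaced goat H3K4me3 consensus regions lay on the 2 scaffolds with a peak beyond 1 Mb, and the 7957 unplaced regions were spread over 4789 scaffolds. A background error on short scaffolds that acts on every library alike is argued against by the H3K27ac libraries of the same goats, where the share was 4.34%. Active promoters on sequence left out of the chromosomes would be expected to carry H3K27ac. Of the unplaced goat H3K4me3 peaks, 14.7% overlapped an H3K27ac peak of the same animal, against 51.2% to 58.5% of chromosomal H3K4me3 peaks matched for width and fold enrichment. That argues against this explanation for the set as a whole, and leaves it open for the part that overlaps. Base composition and repeats were not tested, since no genome sequence was used, and inactive promoters remain an untested biological explanation. The unplaced peaks were narrow, with a median of 320 to 325 bp in goats, and 65.4% to 89.3% of them were found in another goat.

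Of the 100 strongest peaks of a library by −log10 q, 24.0% to 51.0% in H3K27ac and 38.0% to 93.0% in H3K4me3 lay on unplaced scaffolds in sheep and goats, although 1.32% to 28.5% of all peaks did. A candidate source is sequence over-represented in every library, which gives peaks in both marks. Of the strongest H3K27ac peaks on unplaced scaffolds, 100% were covered by H3K4me3 of the same animal, but so were 100% of those on chromosomes. The test therefore cannot tell, and no input peak list was used that would decide it. The regions named by rank in sheep and goats are among these.

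In sheep and goats, 32 of 33 H3K27ac peaks on the mitochondrial sequence (97.0%) were covered by an H3K4me3 peak of the same animal, against 45.1% to 56.5% of chromosomal H3K27ac peaks. Mitochondrial DNA carries no histones, so a shared, mark-independent signal such as uneven coverage is a likely source in these 2 species, to which the test was limited after the peaks had been seen. Fold enrichments there reached 16.0. In the cattle with both marks the fold enrichment was at most 2.67. Of their 4 mitochondrial H3K27ac peaks, 0 were covered. Cattle animal B had 0 H3K4me3 peaks there, so its 2 H3K27ac peaks could not be, and in animal C 0 of 2 were covered although it had 2 H3K4me3 peaks there. The overlap of the marks was thus not seen in cattle. No biological explanation was tested.

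The first place of the goats in H3K4me3 peak number may be due to the unplaced scaffolds that the cattle lists lack, as the log2 difference between goats and cattle was -0.021 on chromosomes alone.

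The mean number of consensus H3K27ac regions over the 3 species was 36257. That is lower than the value quoted from the study above. The mean number of enhancers was 15678. That is also lower than the value quoted from the study above. The mean numbers of promoters and of consensus H3K4me3 regions were 19688 and 28781. Those are higher than the means quoted from the study above. The H3K4me3 number of goats, 32717, lies above the range quoted there, and 7957 of these regions lay on unplaced scaffolds. The H3K4me3 number of sheep, 29135, is close to the upper end of the range, which appears to be rounded. On assembled chromosomes alone the H3K4me3 numbers were 24753 in goats, 27588 in sheep and 24491 in cattle, each within that range. The study averaged over all the species it compared, not these 3 alone. The totals of regulatory elements that its abstract gives for these 3 species were not compared. What makes the differences was not tested.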
